# Insights into Molecular Features of *Venerupis decussata* Oocytes: A Microarray-Based Study

**DOI:** 10.1371/journal.pone.0113925

**Published:** 2014-12-03

**Authors:** Marianna Pauletto, Massimo Milan, Joana Teixeira de Sousa, Arnaud Huvet, Sandra Joaquim, Domitília Matias, Alexandra Leitão, Tomaso Patarnello, Luca Bargelloni

## Abstract

The production of *Venerupis decussata* relies on wild seed collection, which has been recently compromised due to recruitment failure and severe mortalities. To address this issue and provide an alternative source of seed, artificial spawning and larval rearing programs were developed. However, hatchery-based seed production is a relatively new industry and it is still underdeveloped. A major hurdle in the European clam seed production is the control of spawning and reproduction, which is further hindered by the impossibility of obtaining fertile gametes by gonadal “stripping”, as meiosis re-initiation is constrained to a maturation process along the genital ducts. In the present study, oocytes were collected from 15 females and microarray analyses was performed to investigate gene expression profiles characterizing released and stripped ovarian oocytes. A total of 198 differentially expressed transcripts between stripped and spawned oocytes were detected. Functional analysis carried out on these transcripts highlighted the importance of a few biological processes, which are most probably implicated in the control of oocyte competence. Significant differences were observed for transcripts encoding proteins involved in meiosis progression (e.g. dual specificity phosphatase CDC25), WNT signalling (e.g. frizzled class receptor 8, wingless-type MMTV integration site family member 4), steroid synthesis (e.g. progestin and adipoQ receptor family member 3, cytochrome P450-C17), mRNA processing (e.g. zinc finger protein XlCOF28), calcium regulation (e.g. regucalcin, calmodulin) and ceramide metabolism (ceramidase B, sphingomyelinase). This study provides new information on transcriptional profiles putatively associated with ovarian egg infertility, and suggests potential mechanisms regulating early oocyte development in clams. Genes which were differentially expressed between stripped and spawned oocytes might have a pivotal role during maturation process in the gonadal duct and could be interesting targets for further functional studies aiming to make ovarian oocytes fertilizable.

## Introduction

The grooved carpet shell *Venerupis decussata* is a native European bivalve species and, although its global aquaculture production is still relatively low in Europe (4.137 tons in 2011) [1], it has a high economic value. *V. decussata* production is economically important in many Mediterranean countries, mainly Portugal, Italy and Spain. However, due to the difficulties in broodstock conditioning and larval rearing [2] the culture of this species relies mainly on natural recruitment of seed, it is therefore limited by its availability and would greatly benefit from hatchery-produced spat.

Among the major hurdles reported in hatchery production of this species, spawning control and gamete quality are the most important issues. Notably, spawning success in the European clam is not predictable, with frequent failures to induce gametes emission. Moreover, this cannot be overcome by stripping, a practice for collecting oocytes before egg emission, widely used in some bivalve species (*e.g*. in cupped oysters), where stripped eggs can be fertilized. The impossibility to obtain fertile gametes by gonadal stripping in *V. decussata* clearly suggests the existence of a maturation process along the genital ducts. Indeed, meiotic progression in germ cells is not regulated in the same manner across molluscan species. While full-grown oocytes of all bivalves are blocked in ovaries at prophase I stage, some crucial differences are observed in spawned eggs. In bivalves such as *Spisula* or *Barnea* spawned oocytes are arrested at prophase I and fertilization occurs at this stage leading to meiosis re-initiation [3]–[5]. In contrast, bivalves such as *Venerupis* and *Crassostrea* [6] exit from prophase I and undergo germinal vesicle breakdown (GVBD) after spawning and then are further blocked at the first metaphase (metaphase I). The release from metaphase I is naturally triggered by fertilization or can be artificially induced. However in both cases, it seems that an increase in intracellular [Ca2+] has a pivotal role in meiosis re-initiation [7]–[9]. Although both *Venerupis* and *Crassostrea* oocytes encounter two blockages during meiosis I, their meiotic progression is not regulated in the same way. Naturally spawned oyster oocytes, like in *Venerupis*, are blocked at metaphase I and wait for fertilization to re-enter meiosis. Although oyster oocytes isolated from ovaries (stripped) are still at prophase I, their suspension in seawater permits GVBD and progression up to metaphase I, thus allowing fertilization by sperm [10]. On the opposite, stripped and hydrated oocytes from *Venerupis* remain blocked at prophase (prior to GVBD) and cannot be fertilized. The molecular determinants of this crucial difference are still unknown.

To date, the mechanisms controlling oocyte maturation in *V. decussata* have been scarcely studied [2]. Conversely, in other bivalves meiosis in female gametes was extensively analysed and a few major factors regulating oocyte maturation processes were identified. Notably, it was demonstrated that serotonin (5-HT), thought to be the natural inducer of oocyte maturation in bivalves [11], triggers germinal vesicle breakdown (GVBD) in vitro when added to *Spisula*, *Barnea*, *Venerupis philippinarum* or *Crassostrea* isolated prophase I oocytes [6], [8], [10], [12]–[15]. Moreover, it has been suggested that in *V. philippinarum*, the mechanisms by which 5-HT promotes GVBD involve an increase in intracellular [Ca2+], which is thought to be mediated in turn by inositol 1,4,5-trisphosphate receptors (IP3r) and specific 5-HT receptors [8], [16]–[17]. Despite these studies pointed out a few interesting factors driving meiosis progression in bivalves, little is known on cell signalling during gamete maturation and spawning induction in these species. Up to date, only few gene expression and proteomic studies have been carried out in bivalve oocytes mainly for quality purpose e.g. [18]–[19] and a comprehensive picture of the molecular processes characterizing their maturation is still lacking. Remarkably, when talking about gene expression and mRNA in oocytes, an interesting point should be taken into account. At prophase I, immature oocytes show a prominent nucleus (the germinal vesicle), which contains de-condensed chromatin [20], thus oocytes at this stage are transcriptionally active until meiosis resumption, when transcription is generally thought to cease [21]. However, translation of the stored pool of mRNAs continues throughout the final stages of meiosis [22] to synthetize proteins that are crucial for supporting not only oocyte maturation (meiotic maturation), but also the phase prior to zygote-embryonic genome activation [23]–[25].

Beside gamete maturation, several factors are still limiting hatchery production of *V. decussata*. The absence of established methods for larval rearing, a scarce knowledge on the best hatching practices to improve metamorphosis synchronization and settlement are only a few additional issues about European clam seed production which is an activity far from being completely technically controlled. In this context, the improvement of knowledge on broodstock management and gamete maturation processes is a key step to improve seed production of this emerging bivalve species.

In the present study, we sampled 15 females in the main production area of *V. decussata* in Portugal, Ria de Aveiro (Western coast of Portugal). For 10 of them, mature oocytes were collected by spawning induction whereas oocytes from the five remaining females were collected through gamete stripping. Microarray analysis was performed on these samples by using a custom oligonucleotide microarray containing 51,678 probes representing unique contigs described and used in *de Sousa* et al. [26]. The main objective of the present work was to investigate gene expression profiles characterizing released oocytes and ovarian oocytes obtained by stripping providing new information on transcriptional profiles putatively associated with ovarian egg infertility.

## Methods

### Ethics statement

The European clam is not considered as an endangered or protected species in any Portuguese or international species catalogue, including the CITES list (www.cites.org). The European clams from Ria de Aveiro (40°42′N 08°40′W) were produced and captured with the permission of DGRM (Direçaõ-Geral de Recursos Naturais, Segurança e Serviços Marítimos) and APA (Agencia Portuguesa do Ambiente).

### Biological samples and RNA isolation

Clams were sampled in Ria de Aveiro (Western coast of Portugal) and conditioned in common garden from May 2013 to June 2013 (one month) in the experimental bivalve hatchery of the Portuguese Institute of Sea and Atmosphere (IPMA) in Tavira, Portugal, to accelerate their gonad development under common rearing facilities. Food regime consisted of a mix diet of three microalgae, 1/3 *Isochrysis galbana* (clone T-ISO), 1/3 *Skelectonema costatum* (Ria Formosa autochthones clone) and 1/3 *Chaetoceros calcitrans*.

Released oocytes were obtained by thermal stimulation to induce spawning of females, consisting on exposure to alternate cycles of 29°C (1 hour) and 5°C (30 minutes) [27]. As each female begun to spawn, it was removed from the spawning tank and transferred to an individual spawning beaker with filtered seawater at the same temperature [27]. Once spawning was completed, the obtained oocytes were gently washed into a clean glass. From each female, 20 000 oocytes were taken for preservation. The remained oocytes of each female spawning were mixed with a sperm suspension (from 7 males) by gentle agitation, aiming at obtaining around 10 spermatozoids by oocyte in a microscopic view [27]–[28]. Moreover, the D-larval rate (ratio between the number of D-larvae at 48 h post fertilization and the number of incubated eggs) of each eggs batch was registered.

In addition, gonads from five females were dissected and oocytes were collected through a practice known as “gamete stripping”. As the name indicates, this procedure involves removal of gametes from gonad tissue. Briefly, fully ripe gonads were slashed repeatedly with a scalpel and washed with filtered seawater to harvest the gametes.

The spawned/stripped oocytes were collected and filtered in a 40 µm sieve. The oocytes were transferred into an Eppendorf tube and, after a short spin, the seawater was removed. To remove salts, the pellet of oocytes was re-suspended with a solution of ammonium formate (3% w/v), which was immediately removed after a short spin. Then the oocytes were included in 1,5 ml of Extract all solution (Eurobio) and preserved in liquid nitrogen until RNA isolation.

RNA was purified by following the manufacturer instructions and a DNAse treatment was carried out through RTS DNAse Kit (MO-BIO). Samples concentration was measured in a NanoDrop ND-1000 spectrophotometer and the RNA quality was assessed through the Bioanalyzer 2010 instrument (Agilent).

### Labeling and microarray hybridization

Microarray experiments were performed by using an Agilent microarray platform obtained in a previous study [26], which included a total of 59,951 probes, 85.7% out of them were annotated by blastx (cut off e-value of <1.0 E-5) searches against high quality proteins of UniProtKB/SwissProt (release 2013_07 - June 26, 2013), *Danio rerio*, *Gasterosteus aculeatus, Drosophila melanogaster, Homo sapiens, Strongylocentrotus purpuratus, Ciona intestinalis, Caenorhabditis elegans* and *Lottia gigantea* available on Ensembl Genome Browser (release 72, June 2013), *Crassostrea gigas* (http://oysterdb.cn/) [29]. and *Daphnia pulex* v1 (http://genome.jgi-psf.org/Dappu1/Dappu1.home.html). Probe sequences and other details on the microarray platform can be found in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GPL17766.

Microarray experiments were carried out on a total of 15 samples corresponding to unfertile stripped oocytes and spawned oocytes. Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol with the Low Input Quick Amp Labeling kit. Refer to *de Sousa* et al. [26] for details about labeling and hybridization procedures.

### Data acquisition, correction and normalization

Hybridized slides were scanned at 2 µm resolution using an Agilent G2565BA DNA microarray scanner. Each slide was scanned two times at two different sensitivity levels: XDR Hi 100% and XDR Lo 10%. The two generated images were analysed together, data were extracted and background subtracted using the standard procedures provided in the Agilent Feature Extraction (FE) Software version 10.7.3.1. To evaluate goodness and reliability of spot intensity estimates the software returns a series of spot quality measures. All control features (positive, negative, etc.), except for Spike-in (Spike-in Viral RNAs), were excluded from subsequent analyses.

The fluorescence values were normalized by performing a quantile normalization in R statistical software. Statistical analyses were performed on 31,862 out of 59,951 probes with signal higher than background in at least 5 out of 15 target samples. A log base 2 transformation was applied to all expression values and finally the parametric Combat algorithm [30] was implemented in R in order to adjust for the known between-experiments batch effect (i.e. different microarray slides). Normalized data were deposited in GEO archive under accession number GSE58906.

### Data analysis

A Principal Component Analysis (PCA), using the TMeV 4.5.1 (TIGR MULTIEXPERIMENT VIEWER) [31] was applied, to assess the distribution of the studied groups. In addition, in order to find out the probes which most affected the Principal Component 1 (PC1) and Principal Component 2 (PC2) variance, the eigenvector values of each component were retrieved. To our knowledge, a generally accepted threshold to retain the most significant eigenvectors does not exist, thus for both PCs the whole set of probes was sorted in descending order by the absolute eigenvector values, and the first 5% of probes was arbitrary selected (a total of 1,593 probes).

Statistical tests implemented in the program Significance Analysis of Microarray (SAM) were used to identify differentially expressed probes between the stripped oocytes and the t spawned oocytes.

Only the differentially expressed probes showing a significant variation (False Discovery Rate (FDR) <1.5%; Fold change (FC)>1.5) have been selected.

A more systematic, functional interpretation of significant genes was then obtained through enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) software [32]. “KEGG Pathway”, “Biological process” (BP), “Molecular function” (MF) and “Cellular component” (CC) annotation categories were used by setting the gene count equal to 3 and the ease value equal to 0.1. Because DAVID database contains functional annotation data for a limited number of species, it was necessary to link the *V. decussata* transcripts with sequence identifiers that could be recognized in DAVID. This process was accomplished using UniProtKB/SwissProt feature identifiers corresponding to each probe. These identifiers were used to define a “gene list” and a “background” in the bioinformatic tool DAVID, corresponding to differentially transcribed clam genes and to all the transcripts that were represented on the array, respectively.

## Results

### Principal component analysis

A Principal Component Analysis (PCA) was applied to the selected gene expression dataset (31,862 probes, see Methods) for the 15 oocytes samples. 

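Oocytes released by 25 individual females of *V. decussata* were hybridized with a single dye, each female on an array of its own, and 10 of these females are the spawned ones of the PCA, 5 in the group with low hatching rate (LHR) and 5 in the group with medium hatching rate (MHR). The other 15 females also spawned and have a recorded D-larval rate, and the paper does not report on them. The arrays of stripped oocytes were not analysed here. For each array the authors deposited the scanner output, in which the spot intensity is background-subtracted and corrected for trends within the array, with no normalization between arrays. Each array holds 59951 probes besides the control spots, and 0 of them were saturated. Between 25408 and 31641 probes per array were well above background in the LHR females (median 29277), between 27661 and 29256 in the MHR females (median 28112) and between 27753 and 31190 in the 15 other females (median 28984), and the number of arrays limits the precision of the values. From the processed spot intensity, spots marked as outliers were left out (18 or fewer per array), the 10 arrays were quantile normalized and log2 transformed, and 28902 probes well above background in at least 5 of the 10 arrays were kept, of which 28876 had a value on every array and entered the PCA. The paper also adjusted its 15 arrays for slide with ComBat, a step that included the stripped oocytes and was therefore tried only as an alternative. Of the 10 females, LHR females 30 and 37 and MHR females 27 and 32 shared slide 2, MHR females 3, 5 and 9 were on slide 3, and LHR females 14, 44 and 59 were on slide 4, which was scanned on another day. Only slide 2 thus holds both groups.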

As shown in Figure 1, a distinct clustering of three different groups of samples was observed. 

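The 5 LHR females had PC1 scores between -33.7 and 36.6, and the 5 MHR females had scores between -116 and 86.6, a range that includes that of the LHR females. Of the variance in PC1 score, 7.69% lay between the 2 groups, no more than relabelling the females gave (two-sided exact permutation test over all labelings, p = 0.468, n = 5 and 5). Between the 3 slides lay 37.3%. That share was not tested, and 3 classes hold more of the variance by chance than 2, so the shares cannot be ranked. The share between groups moved most when slide was removed as a fixed block with the group difference retained, to 95.6%, but only 6 labelings can be compared in that setting and each of them separated at least as strongly (exact permutation test, p = 1, n = 5 and 5). In the normalized values that the authors deposited for the same arrays, 47.2% lay between the groups (two-sided exact permutation test, p = 0.0476, n = 5 and 5). These values come from a series other than the one the paper names for its normalized data. The negative PC1 scores there were those of the 3 MHR females of slide 3 (-53.2, -109 and -58.2), while on slide 2 the MHR females at 19.1 and 15.9 lay between the LHR females at 3.50 and 76.2, and the test takes no account of slide. With the scanner values and without MHR female 27 the share was 43.3% (exact permutation test, p = 0.0397, n = 5 and 4).

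**Figure D1:**
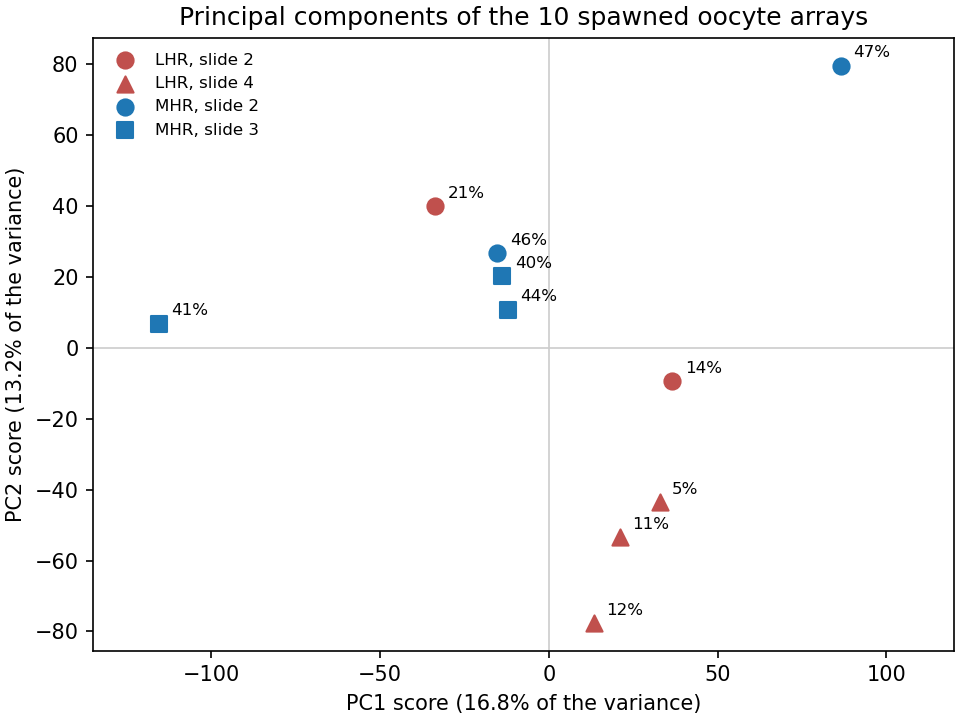
PC1 score against PC2 score of the 10 spawned oocyte arrays, with colour for the group, marker shape for the slide and the D-larval rate in percent beside each point. The LHR and MHR females overlap along PC1, while the 3 LHR females of slide 4 have the lowest PC2 scores, between -77.6 and -43.5.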

The group of spawned oocytes was clearly separated into 2 sub-groups, which also differ from their D larval rates, defined and already employed successfully as a good proxy of oocyte quality [19]. Therefore we then considered three groups for further analysis: stripped oocytes (STR), spawned oocytes with low hatching rate (LHR, 5%–21% of D-larval rate) and spawned oocytes with medium hatching rate (MHR, 40%–47% of D-larval rate). 

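The D-larval rate was 12.6% ± 5.77 (SD, n = 5) in the LHR females and 43.6% ± 3.05 (SD, n = 5) in the MHR females. From the separation of the spawned oocytes in the PCA and their different D-larval rates, the paper proceeds to treat LHR and MHR as separate groups. Compared with each other by limma with Benjamini-Hochberg adjustment, the 2 groups differed at 0 of the 28902 probes at an adjusted p under 0.05, and the smallest adjusted p was 0.0727. At an unadjusted p under 0.05, 1206 probes differed, or 4.17% of those tested. SAM at the thresholds of the paper called 3 probes, all higher in MHR. The count moved most under ComBat for slide with the group as covariate, an alternative chosen after seeing the data, where limma called 1559 probes. That number is no evidence of a difference between the groups. Over the 6 labelings of the females of slide 2, limma called from 1559 to 6095 probes, and the real labels gave the fewest. Arrays of random noise with equal variance for every probe, adjusted in the same way, gave 3794 calls. Females 20, 4, 15 and 12 had D-larval rates of 5%, 7%, 13% and 17%, within the range of the LHR group. The paper does not use them and gives no reason for leaving them out. It mentions ongoing work on oocyte quality in a larger set of samples, without naming these. The sample label of female 12 calls its quality good, as for the MHR females. That of LHR female 30 calls it intermediate, against bad for the other LHR females. With females 20, 4, 15 and 12 added, limma again called 0 probes, and 0.969% of the variance in PC1 score lay between the groups (two-sided permutation test, p = 0.730, n = 9 and 5). Without female 12, an alternative chosen after seeing the data, limma called 0 probes (1190 at an unadjusted p under 0.05) and the share was 1.41% (two-sided permutation test, p = 0.684, n = 8 and 5).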

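In the 10 spawned oocyte arrays alone, PC1 accounted for 16.8% of the variance, and with each female left out in turn it accounted for between 16.3% and 19.3%. PC3, PC4 and PC5 still accounted for 12.5%, 12.1% and 11.1%. After ComBat without groups, PC1 took 18.7%. It took 29.4% with slide removed as a fixed block and the group difference retained. Arrays of random noise with equal variance for every probe, adjusted in the same way, also gave 29.4%. Over the 6 labelings of the females of slide 2, the share ranged from 29.4% to 35.7%. This value thus needs no difference between the groups. Under ComBat with the group as covariate, chosen after seeing the data, PC1 took 31.7%, against 30.5% in such noise.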

STR, LHR and MHR eggs were clearly separated along the Principal Component 1 (x axis), which explained 29% of the variation. 

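PC2 of the 10 spawned oocyte arrays accounted for 13.2% of the variance. The MHR females lay between 6.82 and 79.5 on it and the LHR females between -77.6 and 39.9. Between the groups lay 41.3% of the variance in PC2 score, which did not pass 0.05 (two-sided exact permutation test, p = 0.0556, n = 5 and 5), and between the slides lay 76.3%. With each female left out in turn the share between groups ranged from 1.91%, without LHR female 44, to 65.0%, without LHR female 30 (two-sided exact permutation test, p = 0.00794, n = 4 and 5). Within slide 2, LHR female 30 at 39.9 lay above MHR female 32 at 26.7, while MHR female 27 at 79.5 was above both LHR females of that slide.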

The expression profiles were also separated along the Principal Component 2 (y axis, 11% of the variation), but in this case STR and LHR oocytes did not show a marked divergence in expression patterns, while the separation of MHR eggs was remarkable. 

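Over the 28876 probes, the Euclidean distance between pairs of arrays averaged 182 ± 10.0 (SD, 10 pairs) among the LHR females and 184 ± 17.4 (SD, 10 pairs) among the MHR females. The ratio of the 2 means was 1.01, within what relabelling the females gave after each probe was centred within its group (two-sided permutation test over all labelings, p = 0.833, n = 5 and 5). Arrays centred in this way are not strictly exchangeable, so that this p is approximate. Pairs made of an LHR and an MHR female were on average as far apart, at 184 ± 12.1 (SD, 25 pairs). In the normalized values that the authors deposited, the ratio was 1.18 (the same approximate permutation test, two-sided, p = 0.0476, n = 5 and 5).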

Notably, the expression patterns of the five stripped oocytes appeared to be similar, while spawned eggs of the two groups seemed less homogeneous.

**Figure 1:**
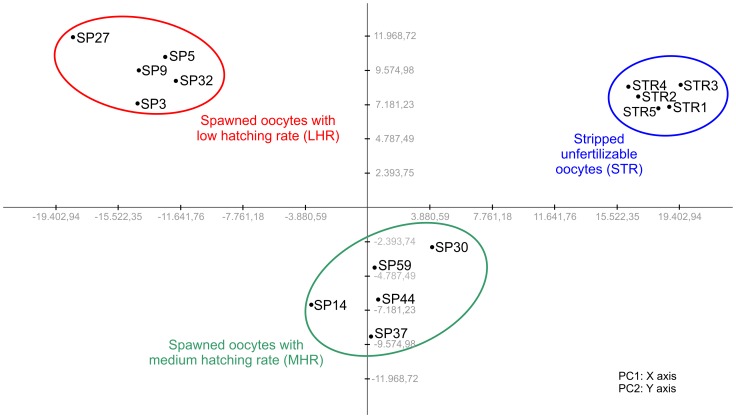
Principal Component Analysis. Spawned and stripped oocytes are identified by prefixes SP and ST, respectively. Different circles highlight the three groups considered for further analysis. Principal Component 1 (PC1) and Principal Component 2 (PC2) correspond to X axis and Y axis, respectively.

Finally, the PCA outcome allowed the identification of the probes which maximally contributed to the PC1 or PC2 variance. Among the 1,593 probes (5% out of the total amount of probes) with the highest PC1 eigenvector values, 990 were annotated against the UniProtKB/SwissProt database and represented 852 unique genes. With regards to the PC2, 925 out of the 1,593 probes with the highest load were annotated and a total of 826 unique genes were recovered. The lists of probes with the highest PC1 and PC2 eigenvector values were reported in Table S1, together with their putative annotation against UniProtKB/SwissProt database.

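Of the 1593 probes that Table S1 lists for PC1, 1241 were among those tested between the LHR and MHR females, and limma called 0% of them at an adjusted p under 0.05. At an unadjusted p under 0.05, 8.86% of the tested PC1 probes differed, against 3.96% of the other tested probes. SAM called 3 probes among all probes. From the PC2 list, 1223 probes were tested, and limma called 0% of these as well, while 20.0% differed at an unadjusted p under 0.05 against 3.47% of the other tested probes. Higher values in MHR were found for 49.3% of the PC1 probes and 42.8% of the PC2 probes. The study chose both lists on these samples among others, so that the shares are no independent evidence.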

### Comparison between spawned and stripped oocytes

In order to compare gene expression profiles between *V. decussata* oocytes, a two-class unpaired SAM test was carried out (FDR<1.5%; FC>1.5). Only the differentially expressed probes showing a significant variation (False Discovery Rate (FDR) <1.5%; Fold change (FC)>1.5) in both comparisons (LHR vs STR; MHR vs STR) have been selected. The number of significant probes obtained for each comparison and those that were significant in both analyses are summarized in Figure 2. The detailed lists of significant probes in each analysis are reported in Table S2. Since the goal of this study was the analysis of molecular signatures characterizing stripped and spawned oocytes, rather than quality of spawned oocytes (see discussion), the comparison between LHR and MHR oocytes was not carried out.

**Figure 2:**
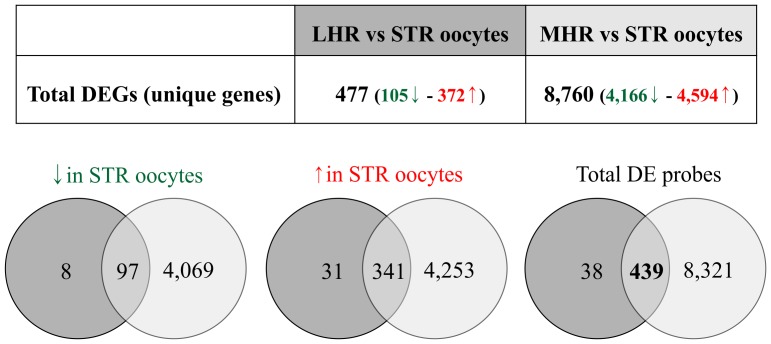
Differential expression analysis. Number of Differentially Expressed (DE) probes in the two comparisons (LHR vs STR in dark grey; MHR vs STR in light grey), determined through a two-class unpaired SAM. Arrows specify the way in which mRNA expression is different: green arrow “↓”and red arrow “↑” mean lower and higher expression in STR oocytes, respectively. Venn diagrams show the number of DE probes shared between the two comparisons. STR: stripped oocytes; LHR: low hatching rate oocytes; MHR: medium hatching rate oocytes.

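Of the 235 annotated probes that Table S2 lists as shared by both comparisons, 201 were tested between LHR and MHR females. Limma called 0 of them, both over all probes and adjusted over the list alone, and 23 had an unadjusted p under 0.05. SAM called 3 probes in all. The median size of the difference between LHR and MHR was 0.32 on the log2 scale for these probes and 0.19 for all tested probes. Leaving out LHR female 30 raised the number adjusted over the list alone to 20, which is not independent evidence since the study chose the list on these samples. Table S2 also gives fold changes against stripped oocytes, for 477 probes in LHR and, in the part held here, for the first 1998 of the 8760 rows of the MHR list. Among probes of genes named in the paper, all MHR folds held were on the side higher in released oocytes, the lowest being 2.38 (DVL3). The log2 ratio of the paper's MHR fold to its LHR fold could be set beside the measured difference between MHR and LHR for 81 probes. Probes higher in stripped oocytes may therefore be largely absent from these 81 probes. Across these probes, which are not independent replicates, Pearson's r was 0.511 (two-sided exact permutation of the females, p = 0.159, n = 5 and 5) and Spearman's rho was 0.455 (p = 0.103 from the same exact test, n = 5 and 5). The sign was the same for 37 of the 81 probes (45.7%), and without the probe of opposite trend r was 0.407.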

A comparison between significant probes in the two analyses allowed us the identification of a set of 439 transcripts (1.4% of all probes) that were differentially expressed between stripped and spawned oocytes, irrespective of D-larval rate. 

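Probe gonads_contig_11876_AS has opposite trends in the 2 comparisons of Table S2. Its normalized intensity was 4.85 ± 3.26 (SD, n = 5) in LHR and 7.93 ± 0.52 (SD, n = 5) in MHR on the log2 scale. The difference of 3.08 (standard error 1.30) was not past the threshold (limma, adjusted p = 1.00, n = 5 and 5). It was well above background in 3 of 5 LHR females and in 5 of 5 MHR females. The LHR females in which it was not well above background, 30 and 37, are those of slide 2, at 1.34 and 1.29, and the LHR females of slide 4 had values from 6.58 to 7.89. With slide as a fixed block the difference was 6.23 (limma, adjusted p = 0.0182, n = 5 and 5), a comparison that rests on the 4 females of slide 2. Both LHR females of that slide are at the floor, so that 6.23 is not an exact size, nor is 3.08, which includes them. The paper's fold changes against stripped oocytes are 0.327 for LHR and 15.2 for MHR.

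**Figure D2:**
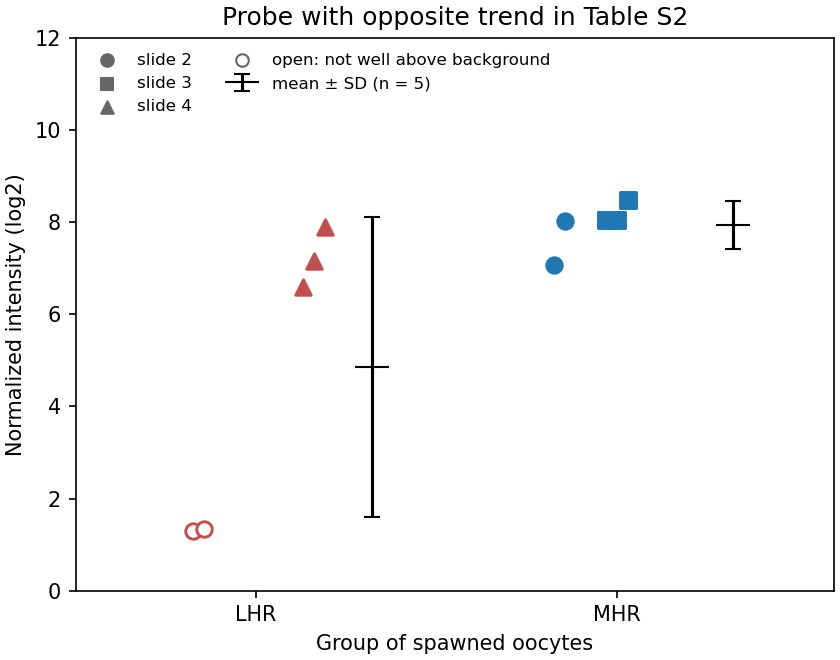
Log2 normalized intensity of the probe with opposite trend in each LHR and MHR female, with marker shape for the slide, open markers where the probe was not well above background, and mean ± SD (n = 5) beside each group. The 2 low LHR values are both from slide 2, and the other LHR values reach 7.89.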

Except for one probe (lacking putative annotation), which showed an opposite trend of expression in the two comparisons (expression higher in STR than in LHR and lower in STR than in MHR), all significant variations reported for the remaining 438 probes had concordant direction (Figure 2). A putative UniProtKB/SwissProt accession ID was obtained for 235 out of 439 probes, corresponding to 198 unique genes (see Table S2), which were differentially expressed between the two oocyte conditions (stripped and spawned). Among the shared Differentially Expressed Genes (DEGs), important transcripts encoding regulators of sex steroids synthesis and activity, such as a progestin and adipoQ receptor family member 3 (PAQR3) and steroid 17-alpha-hydroxylase/17,20 lyase (CYP450-C17), were expressed at a higher level in the stripped oocytes. Interestingly, also a putative vitellogenin (*VG*) was expressed only in released oocytes. Moreover, gene expression of enzymes involved in the metabolism of ceramide showed significant variation. 

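The VG probe of Table S2, gonads_contig_366805_N, was well above background in 4 of 5 LHR females and in 1 of 5 MHR females. Its normalized intensity on the log2 scale was 5.66 ± 2.76 (SD, n = 5) in LHR and 2.45 ± 1.69 (SD, n = 5) in MHR, so that the MHR mean rests mostly on arrays where the probe was not measured above background. The difference between MHR and LHR was -3.21 (standard error 1.27) and was not past the threshold (limma, adjusted p = 1.00, n = 5 and 5). Its direction changed with slide as a fixed block, to 0.70 (limma, adjusted p = 1.00, n = 5 and 5). Over all 25 spawned females the probe was well above background in 12. The paper's fold changes against stripped oocytes are 42.5 for LHR and 42.2 for MHR.

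**Figure D3:**
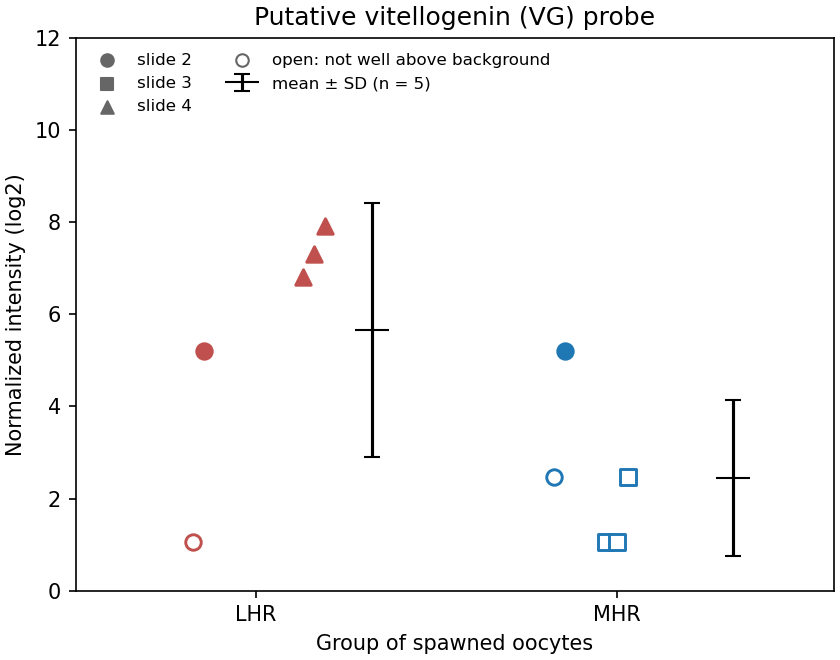
Log2 normalized intensity of the VG probe in each LHR and MHR female, with marker shape for the slide, open markers where the probe was not well above background, and mean ± SD (n = 5) beside each group. The LHR values range from 1.07 to 7.92 and the MHR values from 1.05 to 5.20.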

Sphingomyelin phosphodiesterase and neutral ceramidase B were expressed at a higher level in stripped oocytes, while a putative sphingomyelinase transcript was more abundant in spawned oocytes. A further interesting result was observed also for putative translin-associated protein X and oocyte zinc finger protein XlCOF28, whose mRNA level was higher and lower in ovarian oocytes, respectively. In addition, the mRNA levels of nucleoporin 37 (*NUP37*) and U8 snoRNA-decapping enzyme, both involved in mRNAs processing, were higher in stripped than in released oocytes.

Putative homologs of *C. gigas* calcium-activated chloride channel regulator 4 (two probes), regucalcin, and calmodulin were more abundant in stripped oocytes, while sodium/calcium exchanger 3 (*NCX3*) had a higher expression level in spawned oocytes.

As expected, mRNA profiles of genes regulating cell cycle progression were subjected to great variation. Notably, five probes encoding CDC25 (M-phase inducer phosphatases - MPIP) and a MPIP-like protein were expressed at a higher extent in released oocytes.

Finally, differential expression analysis also highlighted the importance of WNT signalling pathway. Frizzled 8 (*FZD8*), four-jointed protein (*FJ*) and wingless-type MMTV integration site family member 4 (*WNT4*) transcripts were found to be more abundant in released oocytes, suggesting a significant over-representation of WNT signal activities in female gametes after spawning. Figure 3 reports a schematic view of the WNT pathway (as known in *Drosophila*) and highlights the putative components whose mRNA was expressed at higher extent in *V. decussata* released oocytes.

**Figure 3:**
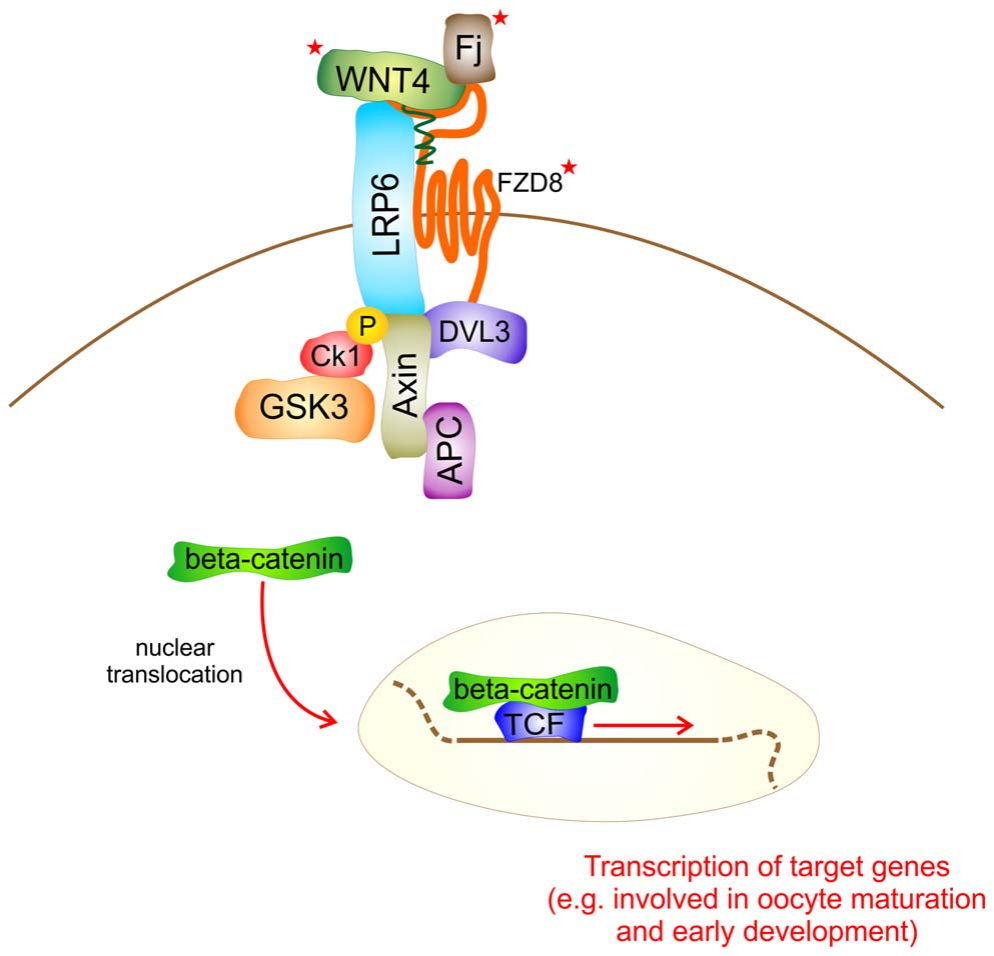
WNT signaling pathway. Binding of WNT4 to the receptor FZD8 and LRP6 leads to inhibition of beta-catenin degradation. Beta-catenin in turn interacts with members of the TCF/Lef-1 family of transcription factors to co-activate target gene transcription. WNT components whose mRNA was more abundant in clam released than in stripped oocytes are marked with a red star next to the gene symbol. LRP6: low density lipoprotein receptor-related protein 6; CK1: casein kinase 1; GSK3: glycogen synthase kinase 3; APC: adenomatous polyposis coli; TCF: transcription factor.

In order to obtain a global picture that describes the main molecular pathways differentiating stripped and spawned oocytes, all putative annotated DEGs were used to define a gene list for functional annotation with DAVID. Enrichment analysis showed 7 CC terms, 16 BP terms, 9 MF terms and 1 KEGG to be significantly over-represented (Table 1). The only significant KEGG pathway was “ribosome” (dme03010), represented by three transcripts, more abundant in the stripped oocytes, 60S ribosomal protein L3, 60S acidic ribosomal protein P1 and 40S ribosomal protein S9. “Mitotic cell cycle” (GO:0000278), “translation” (GO:0006412), “WNT receptor signaling pathway” (GO:0016055) and “dephosphorylation” (GO:0016311) were the most represented among enriched BP terms with a fold enrichment (FE)>2. With regard to CC terms, one of the most represented ones was “ribonucleoprotein complex” (GO:0030529), which in oocytes is most likely involved in the storage and compartmentalization of incompletely polyadenylated mRNAs. Significant MF terms concerned activities that are classically involved in cell cycle regulation such as peptidase (GO:0008233) and phosphatase (GO:0016791) activities, and molecular functions that contribute to structural integrity like “structural molecule activity” (GO:0005198) and “structural constituent of ribosome” (GO:0003735).

**Table 1:** Enrichment analysis.

BP terms	Count	P-val	FE
GO:0016055∼Wnt receptor signaling pathway	6	0	6.02
GO:0009310∼amine catabolic process	5	0.01	5.98
GO:0006470∼protein amino acid dephosphorylation	6	0.01	4.1
GO:0016311∼dephosphorylation	6	0.03	3.55
GO:0006414∼translational elongation	4	0.03	5.78
GO:0046395∼carboxylic acid catabolic process	5	0.03	4.09
GO:0016054∼organic acid catabolic process	5	0.03	4.09
GO:0009063∼cellular amino acid catabolic process	4	0.04	5.29
GO:0051329∼interphase of mitotic cell cycle	4	0.04	5.29
GO:0051325∼interphase	4	0.04	5.18
GO:0051187∼cofactor catabolic process	3	0.05	8.11
GO:0006412∼translation	8	0.05	2.32
GO:0000278∼mitotic cell cycle	8	0.08	2.14
GO:0000279∼M phase	8	0.09	2.07
GO:0000226∼microtubule cytoskeleton organization	5	0.09	2.93
GO:0009066∼aspartate family amino acid metabolic process	3	0.1	5.65
**CC terms**	**Count**	**P-val**	**FE**
GO:0022626∼cytosolic ribosome	4	0	11.18
GO:0005576∼extracellular region	15	0.01	2.13
GO:0005840∼ribosome	7	0.01	3.54
GO:0044445∼cytosolic part	5	0.02	4.51
GO:0044421∼extracellular region part	8	0.04	2.43
GO:0033279∼ribosomal subunit	4	0.05	4.89
GO:0030529∼ribonucleoprotein complex	10	0.09	1.82
**MF terms**	**Count**	**P-val**	**FE**
GO:0005198∼structural molecule activity	12	0	3.06
GO:0003735∼structural constituent of ribosome	7	0	4.91
GO:0004725∼protein tyrosine phosphatase activity	6	0.01	4.93
GO:0004721∼phosphoprotein phosphatase activity	7	0.01	3.64
GO:0070011∼peptidase activity, acting on L-amino acid peptides	10	0.04	2.15
GO:0016831∼carboxy-lyase activity	3	0.04	8.92
GO:0008233∼peptidase activity	10	0.05	2.04
GO:0016791∼phosphatase activity	7	0.06	2.44
GO:0004175∼endopeptidase activity	7	0.07	2.43
**KEGG pathways**	**Count**	**P-val**	**FE**
dme03010:Ribosome	3	0	30.13

Enriched GO terms (Biological Process BP, Molecular function MF and Cellular Component CC) and KEGG pathway in the set of significant probes in both comparisons (STR vs LHR and STR vs MHR). Genes count (Count), p value (P-val) and fold enrichment (FE) of significantly enriched terms are reported.

## Discussion

Gene expression analysis and evaluation of DEGs comparing oocytes before and after spawning pointed out significant results and provided a first overview on transcriptome changes that are correlated with stripped oocytes infertility. The PCA applied to the selected gene expression dataset clearly emphasized three different clusters for the 15 oocyte samples, stripped and spawned oocytes, this latter being divided into two sub-groups. When looking at these two sub-groups, the subsequent D larval rates obtained by fertilization of the remaining oocytes for each female that spawned, appeared clearly different, less than 21% for the sub-group named low hatching rate (LHR) and higher than 40% for the other one, named with medium hatching rate (MHR). These limits of D larval rates for defining oocyte quality are similar to those already considered in a proteomic-based analysis of oocyte quality in the Pacific oyster *C. gigas* [19]. Such a result urges the need of further molecular studies on oocyte quality which are actually on-going in a larger set of samples (*de Sousa J.*, unpublished data). Here the attention has been focused on the analysis of molecular signatures characterizing stripped and spawned oocytes, no matter the quality. For the sake of clarity, the most important processes that were found to have a prominent role in differentiating stripped and spawned oocytes will be discussed separately.

### Meiosis progression

Significant enrichment of BP term “Mitotic cell cycle” (FE = 2.14) clearly demonstrated that among the 198 annotated DEGs between stripped and spawned oocytes, several transcripts were implicated in the regulation of meiosis progression. Indeed, mitosis and meiosis share several steps in their respective processes and thus regulatory molecules are mostly the same in both types of cell division.

Several proteins are involved in the regulation of prophase I arrest in ovarian oocytes, the most crucial factor being the maturation promoting factor (MPF) [33]. MPF is a key G2/M phase regulator in eukaryotic cells and is composed by CDC2 kinase (known also as CDK1) and cyclin B [34]. MPF is induced during meiosis resumption and its activity is regulated by phosphorylation of CDC2 kinase. CDC2 kinase is activated when M-phase inducer phosphatase (CDC25) dephosphorylate threonin-14 and tyrosine-15 sites [35]–[37], leading, in turn, to MPF activation and meiosis resumption. In this study, a total of six probes coding for CDC25 or CDC25-like proteins was reported to be more abundant in released oocytes, suggesting a prominent role of these phosphatases in the resumption of meiotic cell cycle progression in *V. decussata*. The controlling function of CDC25 phosphatases in the meiosis I progression has been proposed in a wide range of species e.g. [38]–[41]. In mouse, both *CDC25A* and *CDC25B* were demonstrated to be critical for meiotic maturation and metaphase I spindle formation in oocytes [42]. *CDC25B*−/− knockout female mice are sterile because their oocytes cannot exit developmental arrest at meiosis prophase 1 [43], whereas *CDC25A*−/− mice exhibit early embryonic lethality [44], indicating that both proteins are required for the control of oocyte meiotic cell cycle and embryonic mitotic cell cycle, respectively. Interestingly, when injected into *Xenopus laevis* oocytes, mRNAs encoding frog homologs of mammalian CDC25A and CDC25C can induce nuclear envelope breakdown [45]. In *C. gigas* genome (http://oysterdb.cn/) seven *CDC25* genes are reported, while in the European clam the number of *CDC25* isoforms is still unknown. However the findings reported here suggest that in *V. decussata* CDC25 family members may be crucial for both control and induction of meiotic maturation.

The importance of cell-cycle proteins was also suggested by the observed expression levels of *CDC20*, which is implicated in meiosis regulation, being the activating subunit of the anaphase-promoting complex/cyclosome (APC/C). CDC20 initiates sister-chromatid separation by ordering the destruction of two key anaphase inhibitors, cyclin B1 and securin, at the transition from metaphase to anaphase, much like mitosis in somatic cells [46]. Despite SAM analysis did not show any significant variations between the two experimental groups, an ad hoc T-test, that allows estimating differences without doing any kind of correction (e.g. FDR), demonstrated that two probes encoding a CDC20-like protein were significantly more expressed in thermally-induced released oocytes (data not shown), thus suggesting an important role of this transcript in determining oocyte competence on fertilization. Notably, in mice it has been reported that CDC20 may be required for anaphase onset during the first meiosis, thus raising also the possibility that CDC20 insufficiency may be a cause of infertility in otherwise healthy females [47]–[48]. Likewise, during bovine oocyte maturation, *CDC20* down-regulation significantly reduced the rate of first polar body emission [49]. In invertebrates the role of CDC20 has not been studied so far except for *Drosophila*. In fact, fruit-fly cortex, a member of gene *CDC20*/fizzy protein family, was found to be required to complete oocyte meiosis and cooperates with CDC20 in cyclin destruction and anaphase progression in meiosis I and II [50]–[51]. The putative functioning of CDC20 has not been explored in molluscan oocytes and the over-expression of this transcript in released clam oocytes hints its importance to allow meiosis progression after fertilization.

### WNT signalling pathway

A crucial role in the molecular processes that differentiate stripped and spawned oocytes could also be proposed for a few members of the WNT signalling pathway (GO:0016055), which plays a crucial function in controlling genetic programs of embryonic development and adult homeostasis [52]. Recently, in mammals WNT pathway signalling has been implicated in ovarian development, oogenesis, and early development. Multiple WNT signalling pathway genes are expressed in mouse oocytes and pre-implantation stage embryos, as revealed by microarray analyses [53]–[54], and this has led to the hypothesis that WNTs may function in early cell fate determination events [53]. However, other studies indicate that WNT signalling pathways are likely not functional in the early embryo [55], raising the possibility that expression of WNT signalling genes in oocytes and early embryos are most likely related to functions in oogenesis (e.g., oocyte growth or maturation) [56]. In the present study the expression levels of three probes putatively encoding a WNT proteins receptor, frizzled 8 (FZD8), were more abundant in released oocytes. Such evidence might suggest that *FZD8* expression supports WNT signalling pathway activation by favouring the recognition of WNT proteins (Figure 3). Moreover, a putative ortholog of oyster *WNT4* was less abundant in female gametes extracted from mature gonads, in comparison with released oocytes. Notably, mice null for *WNT4* exhibit sex reversal and a reduced number of oocytes in new-born ovaries [57]. In the same species, ovaries of *WNT4*-mutant females were characterized by a scarce amount of oocytes, which were in the process of degenerating [58], and 80% of *WNT4* deficient germ cells failed to enter meiosis [59]. Finally a putative FJ encoding transcript was significantly (FDR<1.5%) more expressed in spawned than in stripped oocytes (Figure 3). The role of FJ has been poorly investigated in both vertebrates and invertebrates. However, a few studies focusing on FJ have been performed in *D. melanogaster*, where it has been demonstrated that this protein directly interacts with WNT4 and they act synergistically to induce planar polarity during early development [60]–[61]. Considering the lack of functional information concerning FJ, it is difficult to propose a specific role of this gene in *V. decussata*. Nevertheless it can be suggested that its expression in oocyte is probably linked to oocytes competence on fertilization.

Moreover, expression levels of a further gene involved in the regulation of WNT-mediated signal, the dishevelled segment polarity protein 3 (*DVL3*), provided additional information to elucidate the role of this pathway in clam oocytes. Ad hoc T-test (pval<0.05) demonstrated that a putative *DVL3* transcript was higher in released oocytes, suggesting the importance of this molecule in bivalve oocyte maturation. The protein encoded by *DVL3* gene is implicated in transduction signal (Figure 3) conveyed by various WNT genes and, in *Xenopus* oocytes, its expression has been reported to be extremely important for transduction of canonical WNT signals after fertilization [62]. To conclude, the hypothesis that in *V. decussata* oocytes the amount of mRNAs encoding proteins involved in WNT signalling could be extremely important to complete oocyte maturation and fertilization is a matter of concern for future investigations.

### Sex steroids and vitellogenin

In the present study, changes in mRNA levels were reported also for putative *PAQR3* and *CYP450-C17*, which were both more abundant in ovarian oocytes. Progestin and adipoQ receptor family is a group of G protein-coupled receptors including membrane progesterone receptors (mPRs) that mediate a variety of rapid cell surface-initiated progesterone actions in the reproductive system involving activation of intracellular signalling pathways. While cytochrome P450-C17 is an enzyme involved in the synthesis of 17β-estradiol (E2) during steroidogenesis. Despite in invertebrates there have been conflicting lines of evidence concerning the existence of enzymes necessary to synthesize vertebrate steroids and related nuclear receptors [63], several studies suggested a role of E2 and progesterone in gonadal development, oocytes maturation and spawning in several bivalve species [64]–[71]. Consistent with these studies, here it was demonstrated that significant variations of transcripts involved in sex steroids synthesis and activity occur during *V. decussata* oocytes maturation. In particular higher levels of *PAQR3* and *CYP450-C17* mRNAs in ovarian oocytes may be associated to higher E2 synthesis and progesterone activity in comparison with released oocytes. These data let us thinking that maturation stimuli by sex steroids are especially higher before the spawning event and most probably take part to the molecular processes inducing oocytes emission and restarting of meiosis in *V. decussata*. In agreement with such hypothesis, previous studies indicate that sex steroids have a pivotal role in the pre-spawning stage since they have stimulatory effects on gamete release in *Patinopecten yessoensis* and *Placopecten magellanicus* [71]–[73].

Another interesting finding was the significant change in expression of a putative vitellogenin (*VG*) transcript, whose expression was over the threshold of fluorescence (see section 2.3) only in released oocytes. Vitellogenins are the major precursors of egg-yolk proteins, vitellins (VNs). Vns, stored in developing oocytes, are required for oocyte growth and maturation [74]–[75] and traditionally regarded as the energy reserve for nourishment of developing embryos [64], [76]–[77]. To date, a full length sequence characterization of *VG* has been provided only for a few fish [78]–[79] and crustacean species [80]–[81]. In addition, compared with its extensive research in adults, data on *VG* expression during development are insufficient and limited to some insects and crustaceans [82]–[84]. In molluscs, *VG* expression levels were mainly evaluated in the gonadal tissue [65]–[67], [85]–[87]. In bivalve molluscs there is no direct evidence on VG synthesis, and it is still unclear whether the synthesis of a major yolk protein occurs in oocytes (auto-synthesis) [88]–[89] or in auxiliary cells (hetero-synthesis) [65]–[67], [85], [90]. The fact that in the present study *VG* mRNA was detected only in the spawned oocytes, favours the hypothesis that in *V. decussata* VG is synthesized through an auto-synthetic pathway. Moreover, based on *de Sousa* et al. [26], who reported a high expression of this *VG* transcript through all gonadal stages with mRNA increase over the time course of the gametogenesis, we could legitimately suppose that in this species also a hetero-synthesis occurs. Most probably exogenously-synthetized VG protein is transferred into oocytes, where it functions as energy reserve.

Notwithstanding the fact that the importance of VG as energy reserve has been demonstrated mainly at a protein level, *VG* mRNA stores in released oocytes could play a pivotal role, probably by providing a stock of transcripts ready to be translated into functional protein. Thus it can be hypothesized that these reserves may be crucial for released oocytes viability. Besides playing a role in the formation of yolk protein during early development, *VG* mRNA in oocytes might perform pleiotropic functions, including immune defence reactions [91]–[94]. Likewise, *VG* transcript, detected only in fertilizable released oocytes, might be an important resource in oocytes of *V. decussata* since it could be translated as a maternal factor and then possibly providing a sort of immune defence prior to embryonic gene activation and during early embryonic development. The absence of *VG* mRNA in stripped oocytes indicates that *VG* transcription in clam oocyte initiates after ovulation. Similar results have been recently obtained by *Li* and co-workers [95], who demonstrated that, in *Chlamys farreri*, *VG* mRNA is expressed during early development and that the highest levels occur in released oocytes and fertilized eggs.

Anyhow, since the site of VG synthesis in *V. decussata* remains to be further clarified and major regulations likely occur at the protein level, it is premature to draw general conclusions about the role of *VG* in released oocytes.

### mRNA processing

The mechanism supposedly involved in the retention of *VG* mRNA requires the activity of RNA-binding proteins, which are known to function as translational repressors in the cytoplasm of several eukaryotic cells [96]–[97]. This mechanism is considered to be crucial in oocytes since, during oogenesis, maternal mRNAs are synthesised and stored in a translationally dormant form and are activated either upon re-entry into meiotic division or after fertilisation [23]–[24]. During oocyte maturation and early embryogenesis in *Xenopus*, translin, a RNA-binding protein, was demonstrated to play a major role to repress maternal mRNA translation [98]. 

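The probe of translin-associated protein X, gonads_contig_17044_P, was well above background in all 25 spawned females. Its normalized log2 intensity was 7.37 ± 0.14 (SD, n = 5) in LHR and 7.04 ± 0.26 (SD, n = 5) in MHR. The difference between MHR and LHR, -0.32 (standard error 0.17), was not past the threshold (limma, adjusted p = 1.00, n = 5 and 5). Under ComBat for slide with the group as covariate, an alternative chosen after seeing the data, it was -0.50 (limma, adjusted p = 0.0322, n = 5 and 5), but limma called 3794 probes in arrays of random noise adjusted in this way, so that this p is no evidence of a difference.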

Notably in the present study, a translin-associated protein X, which is involved in nuclear transport of translin in mice [99]–[100], was expressed in all oocytes conditions and was particularly abundant in stripped oocytes. The relevance of mRNA translation in oocytes was demonstrated also by the significant variation reported for a putative homolog of the *Xenopus* oocyte zinc finger protein XlCOF28, whose mRNA amount was more abundant in spawned oocytes. The *Xenopus* zinc finger protein XlCOF28 belongs to the family of C2H2 zinc finger proteins, which are known to function as RNA-binding molecules [101]. Noteworthy, it has been recently reported that proteins belonging to this family are required for regulation of maternally supplied mRNAs during oogenesis, oocyte to embryo transition, and early embryogenesis in both vertebrates and invertebrates [102]–[103]. Based on these multiple lines of evidence, it can be hypothesized that C2H2 zinc finger proteins take part to the mechanisms that regulate mRNA silencing in *V. decussata* oocytes.

### Calcium regulation

A further interesting result concerns the differential expression of several transcripts involved in calcium (Ca2+) signalling. Calcium ions are the most common second messengers in animal cells [104] and their transient elevations regulate numerous cell functions. There has been a long-standing debate as to whether Ca2+ signals are required for oocyte meiosis and numerous conflicting studies argue that the relationship between Ca2+ and oocyte maturation is complex, possibly due to fine regulation *via* very constrained levels of Ca2+ [20], [105]. The role that external calcium, through voltage-gated channels, might play in the induction of GVBD was first reported in molluscs that are both fertilized at the PI stage [14], [106]–[107], or undergo the second arrest in MI [3], [108]. It was soon recognized that also calcium influx from intracellular storages plays a crucial role in almost all species studied independently from their peculiar meiotic arrest [8], [107], [109]. In particular, the interplay between external and internal calcium currents is evident in *Venerupis*, where a serotonin-induced surge of intracellular calcium was shown to trigger maturation even in the absence of external calcium [8]. In the present study, the differences in the amount of mRNA encoding putative calcium-activated chloride channel regulator 4 was an additional clue for assessing that the regulation of intracellular Ca2+ plays an important role in *V. decussata* oocytes maturation. Likewise, a putative sodium/calcium exchanger 3 (*NCX3*) was reported to be more abundant in released oocytes. The Na+/Ca2+ exchanger proteins represent an antiporter system that utilizes the electrochemical gradient of Na+ to catalyze Ca2+ extrusion from the cytosol or organelle matrix. NCX proteins explore the electrochemical gradient of Na+ to mediate Ca2+ fluxes in exchange with Na+ either in the Ca2+ efflux (forward) or Ca2+ influx (reverse) mode, whereas the directionality depends on ionic concentrations and membrane potential [110]. Despite NCX is considered one of the most important cellular mechanisms for removing Ca2+, it should be noted that under special circumstances and in some types of cells, including oocytes, the transporter might operate in the “Ca2+ entry” mode and play a critical role in mediating calcium influx rather than efflux [111]. Accordingly to the reverse mode, the higher mRNA levels of a putative *NCX* reported in clam released oocytes (compared to stripped oocytes) could be an important requisite to allow Ca2+ influx, thus favouring release from metaphase I and fertilization. Despite in pig oocytes it has been demonstrated that Ca2+ entry through a Na+/Ca2+ exchanger did not induce meiotic resumption from metaphase II [112], the role of this antiporter system in bivalves has not been studied yet and we cannot exclude that in other species it can act differently. Moreover, even if we suppose a forward mode (Ca2+ efflux) of NCX, the relevance of this system does not became secondary, since intracellular calcium variations are key regulators affecting oocytes development and fertilization. Therefore, to evaluate NCX functioning in *V. decussata* and confirm its importance during oocyte maturation, more specific studies are needed.

Conversely, homologs of *C. gigas* regucalcin and calmodulin showed higher expression levels in ovarian oocytes. Calmodulin and regucalcin are calcium-binding proteins that are supposed to contribute to meiosis regulation [113]–[114] and their mRNA variation suggests an involvement in maintaining calcium homeostasis in immature oocytes. Notably, regucalcin might function as transcriptional regulator and its over-expression in NRK52E cells was demonstrated to repress the expression of L-type Ca2+ channel and Ca2+-sensing receptors [115]. This evidence is of particular interest since L-type Ca2+ channels are thought to be specifically involved in meiosis re-initiation [20]. Indeed, a high level of regucalcin in stripped oocytes might be implicated in maintaining meiosis blocked at prophase I stage, thus hampering fecundation by sperm. Despite little is known about the molecular regulation of intracellular Ca2+ occurring during oocytes maturation in bivalves, these preliminary results pointed out a few important genes possibly involved in such a complex mechanism.

### Ceramide metabolism

Finally, another metabolic process potentially implicated in oocyte maturation in *V. decussata* was the regulation of ceramide levels. Ceramide is a signal sphingolipid thought to influence oocyte maturation and quality. The enzymes controlling the metabolism of ceramide in oocytes have been poorly studied in molluscs and only recently sequences of genes associated with ceramide metabolism and signalling have been investigated in the Pacific oyster [116]. Conversely, in vertebrates quite a few studies have been focused on the role of ceramide in oocytes and two main hypotheses have been suggested [117]. First, it has been proposed that the generation of ceramide is part of the signal transduction pathway activated in response to progesterone, and that its increase is likely functionally important in the resumption of meiotic cycle [118]–[120]. Second, it has been recently demonstrated that ceramide induces default apoptosis in oocytes and has a central role in age-related decrease of egg quality [121]–[122]. In the present study, at least three enzymes involved in ceramide metabolism were found to be differentially expressed between stripped and spawned oocytes. A ceramide synthase, less abundant in ovarian oocytes, a ceramidase B and a sphingomyelinase, both less abundant in released oocytes. Since no data are available on normal ceramide homeostasis in bivalve oocytes, a comprehensive interpretation of the reported mRNA changes is particularly challenging in association with oocytes maturation and competence development.

## Conclusions

To conclude, gene expression analysis allowed the identification of important mechanisms that could have a key role in the process of bivalve oocyte development. Differences in mRNA expression of some important genes have been detected providing a more comprehensive picture of key processes affecting *V. decussata* oocyte maturation and competence acquisition. Noteworthy, transcripts for which the expression level was subjected to significant changes after spawning were those encoding proteins involved in cell cycle progression, calcium regulation and WNT signalling. These biological processes most likely play a major role in female gamete maturation and competence acquisition. While suggestive, the obtained results would require further validation through experimental manipulation of the highlighted signalling pathways. In perspective, functional studies could represent an interesting field to be explored. Gene functions are primarily assessed on the basis of altered phenotypes associated with gene disruption or protein inactivation. Recent studies carried out in *C. gigas*, demonstrated that the in vivo functional inactivation of proteins through polyclonal antibody injection [123] or RNA interference [124]–[125] could provide important information to unravel gene functions in bivalves. Nonetheless, pharmacological stimulators and disruptors, inferred from the experience achieved in most studied vertebrate species, can be employed to address the role of a gene and chiefly test for improvement of hatchery practices.

## Supporting Information

Table S1 Principal Component 1 and Principal Component 2 highest eigenvector values. The table lists the 1,593 probes (5% out of the total amount of probes) with the highest eigenvector values in both PC1 and PC2. The eigenvector values and the putative annotation against UniProtKB/SwissProt database are also reported.
(XLSX) Click here for additional data file.

Table S2 Significance Analysis of Microarray (SAM). List of annotated probes that were differentially expressed (FDR <1.5%; FC>1.5) in both the two comparisons LHR vs STR oocytes and MHR vs STR oocytes with the corresponding fold change value. Shared significant probes between the two comparisons were also summarized. Colors identify transcripts more abundant in spawned (green) and stripped oocytes (red). Putative annotation against UniProtK/SwissProt and Pacific oyster databases of each probe are specified.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

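Oocytes released by 25 females of *V. decussata* were each hybridized to a single-dye array of 59951 probes. The 5 LHR and 5 MHR females of the paper were taken from the sample labels and from Figure 1 of the paper, with the groups named by D-larval rate as in its text. The other 15 spawned females, which the paper does not report on, were used only where stated. The arrays of stripped oocytes were not analysed here, so that no comparison with stripped oocytes was made.

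The authors scanned each slide at 2 sensitivities and deposited the Feature Extraction output of each array. Its processed spot intensity is background-subtracted and detrended within the array, and is not normalized between arrays. The deposited scanner output names software version 11.5.1.1. The authors also deposited a table of normalized intensity for the 25 arrays on a linear scale. Its series is not the one that the paper names for its normalized data. The paper states quantile normalization, log2 transformation and ComBat for its 15 arrays, and what was done to that table is not stated. Its values had a rank correlation of 0.9525 to 0.9821 with the scanner values of the same array, and it was used as an alternative, with values under 1 set to 1 before log2. Fold changes of the paper come from its Table S2, of which the first 1998 of 8760 rows of the MHR list were held, and Table S1 was held in full. The scanner output gives no gene names, so genes were named through Tables S1 and S2.

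Outlier spots were left out, and the processed intensity of the 10 arrays was quantile normalized and log2 transformed. Probes well above background in at least 5 of the 10 arrays were tested, 28902 in number. Between 25408 and 31641 probes were well above background per array over the 25 arrays. The number of arrays limits the precision, and dim probes are also limited by their signal over background. PCA was run on centred values. Differences between LHR and MHR were tested with limma (lmFit and eBayes) at a Benjamini-Hochberg adjusted p under 0.05. SAM, with 100 permutations, was run at the thresholds of the paper, a false discovery rate under 1.5% and a fold change over 1.5. PCA scores, spread and correlations were tested by two-sided exact permutation over all labelings, the smallest p of which is 0.00794, or with 100000 resamples where 15 or 25 females were compared. For the spread, probes were first centred within group, except where the adjustment itself used the groups. The p of the spread is therefore approximate. R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, were used. ComBat and SAM were written for this work after their published definitions.

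Named genes were chosen by a rule: every probe that the tables assign to a gene named in the paper's results, or to CDC20, DVL3 or ceramide synthase, the unannotated probe of opposite trend, and the 5 largest changes in each direction among called probes whose groups did not overlap. The rule gave 66 probes, with 0 from its last part, since limma called 0 probes (1206 at an unadjusted p under 0.05, and 3 by SAM). The test was checked on simulated arrays of 28876 probes in which 200 had been changed. Limma recovered 7% of them at a log2 change of 1, 69% at 2 and 88% at 3, with at most 6 false calls.

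The main settings and the following alternatives were chosen before the data were examined: scaling to the 75th percentile, normexp background correction with an offset of 50, no filter, a filter on all arrays, ComBat for slide, slide as a fixed block, the deposited normalized table, all females within the D-larval ranges of the paper, unit variance in the PCA, and each female left out in turn. Slide and scan day were read from the scanner output. Scan day as a block, ComBat with the group as covariate, the D-larval ranges without female 12 and the relations over the 25 females were added after the data had been seen. The groups share no replicate numbers, so no paired fit was made.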

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

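The count of the VG signal by slide was chosen only after the result was seen, and the relation of the genes of Table S2 with D-larval rate was added after the other results.

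Among the 5 MHR females, the PC2 score of female 27 was far from the others, at 79.5 against 26.7 for the nearest. The gap was 0.727 of the whole range, above the critical value of 0.71. Of 20 sets of 5 values examined in this way, 1 stood out, and chance makes about 1 in 20 stand out. Female 27 was on slide 2, as was female 32, the nearest one. Its number of probes well above background, its median signal and its correlation with the other MHR females did not stand out in this way. Its median signal (11.0) and its mean of the negative control spots (33.4) were still the highest of the 5. Its correlation was the lowest, at 0.910 against 0.912 for the nearest. Without female 27, 43.3% of the variance in PC1 score lay between LHR and MHR (two-sided exact permutation test, p = 0.0397, n = 5 and 4), against 7.69% with it. On PC2 the share went the other way, to 3.87% without it (two-sided exact permutation test, p = 0.667, n = 5 and 4) against 41.3% with it. No explanation of its position was tested, and a technical one or a difference between females remain open.

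The VG probe was well above background in 7 of the 15 spawned females that the paper does not report. In these 7 females its log2 intensity was between 3.56 and 9.06, and in the other 8 it was between 1.08 and 1.12. The signal appeared on each slide with such females, in 4 of 7 on slide 1, in 1 of 3 on slide 2 and in 2 of 5 on slide 3. A slide that lacks the signal is therefore not what parts the females. The D-larval rate had a median of 17% where the probe was well above background and 29% where it was not, with ranges of 0% to 95% and 5% to 88%, and this difference was not tested. VG is one of the probes higher in released oocytes in Table S2, whose mean level fell with D-larval rate over the 25 females (r = -0.572). Within slides r was -0.470 and did not pass 0.05 (two-sided permutation test within slides, p = 0.0560, n = 25). A difference between spawns thus remains only a candidate explanation. RNA from other cells of the gonad was not tested.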

How the results depend on the processing

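Scan day as a fixed block, ComBat for slide with the group as covariate, the D-larval ranges without female 12, the PC1 projection centred within slide and every alternative for the genes of Table S2 over 25 females were chosen after the data had been seen.

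The separation of LHR and MHR on PC1, 7.69% with p = 0.468, stayed above a p of 0.05 in the two-sided exact permutation test (n = 5 and 5) except in the deposited normalized table, at 47.2% (p = 0.0476), and without MHR female 27. With each female left out it ranged from 2.65% to 43.3%, the latter without female 27. Slide as a fixed block (95.6%) and ComBat with the group as covariate (95.4%) allow only 6 labelings, so their p cannot pass 0.05 and says nothing on stability. The ratio of spread of MHR to LHR ranged from 0.966 to 1.05 with each female left out. It was 1.18 in the deposited normalized table (two-sided permutation test of arrays centred within group, p = 0.0476, n = 5 and 5, an approximate p). With scan day as a fixed block it was 1.19 (exact permutation test over the labelings of that setting, p = 0.667, n = 5 and 5).

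The separation on PC2, 41.3% with p = 0.0556 (exact permutation test, n = 5 and 5), depended on single females. It ranged from 1.91% without LHR female 44 to 65.0% without LHR female 30 (two-sided exact permutation test, p = 0.00794, n = 4 and 5), and was 55.8% without MHR female 32 (p = 0.0317 in the same exact test, n = 5 and 4). The alternatives that kept all females gave 0.270% to 20.4% and did not pass 0.05, and PC2 need not be the same component in each.

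The variance on PC1, 16.8%, was 19.4% for probes well above background in all arrays, 29.4% with slide as a fixed block, 21.3% in the deposited normalized table, 12.1% with all females in the D-larval ranges (12.9% without female 12), 19.7% with scan day as a block or with unit variance, and 31.7% under ComBat with the group as covariate. Leaving out females gave 16.3% to 19.3%.

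The number of probes called by limma, 0 (1206 at an unadjusted p under 0.05), was 1 with normexp, 1 with the filter on all arrays, 1 with slide as a fixed block, 4 with scan day as a block and 1559 under ComBat with the group as covariate, and SAM called 3. Leaving out females gave 0 to 3, with 3 without LHR female 30 and 3 without LHR female 44. Of the PC1 list of Table S1, 0% was called, and 0.0806% with slide as a fixed block, 0.242% with scan day and 25.3% under ComBat with the group as covariate, with 0% to 0.259% when females were left out. Of the PC2 list, 0% was called, and 0.0818% with normexp, 0.329% with the filter on all arrays, 0.0818% with slide as a fixed block, 0.327% with scan day and 29.6% under ComBat with the group as covariate, with 0% to 0.259% when females were left out. The shared probes of Table S2 gave 15 calls under ComBat with the group as covariate, 0 when each female was left out, and 0 otherwise. Of the named genes, 0 were called, and 1 with slide as a fixed block, 1 with scan day and 5 under ComBat with the group as covariate. The fixed block and ComBat with the group as covariate compare the groups mostly through slide 2, by construction. Scan day as a block compares the MHR females with LHR females 30 and 37 alone. The other LHR females were scanned on another day, with no MHR female. For the remaining settings the cause was not tested.

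The correlation of the ratios of Table S2 with the measured difference, 0.511, was positive in all 21 alternatives, from 0.241 to 0.999, and from 0.383 to 0.623 with each female left out. Pearson's r passed 0.05 with scan day as a block, at 0.870 (two-sided exact permutation test, p = 0.0476, n = 5 and 5). Spearman's rho passed it in that setting, at 0.779 (p = 0.0476 in the same exact test, n = 5 and 5). Scan day as a block compares the MHR females with LHR females 30 and 37 alone and allows only 21 labelings. Spearman's rho also passed with ComBat for slide, at 0.678 (two-sided exact permutation test, p = 0.0238, n = 5 and 5). The VG difference of -3.21 reversed with slide as a fixed block, to 0.70, and its adjusted p from limma (n = 5 and 5) ranged from 0.373 to 1 over the settings. The difference of probe gonads_contig_11876_AS stayed positive, from 1.29 to 6.61, with LHR females 30 and 37 at the floor where included, and that of translin-associated protein X stayed negative, from -0.54 to -0.21.

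A score of called probes in the 15 other females could not be computed, since limma called 0 probes in the main setting (1206 at an unadjusted p under 0.05, 3 by SAM) and at most 1 under the alternatives planned for this score. With the PC1 projection in its place, signed so that MHR is higher than LHR, r with D-larval rate was 0.465, and 0.676 when both were centred within slide. The mean level of the probes higher in released oocytes in Table S2 had an r with D-larval rate of -0.572 over 25 females, and of -0.470 when both were centred within slide, no longer past 0.05 (two-sided permutation test within slides, p = 0.0560, n = 25). Under 75th percentile scaling, normexp, the deposited normalized table, the 15 other females alone and 1 probe per protein it stayed past 0.05, from -0.607 to -0.501.

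No paired analysis was possible because the groups share no replicate numbers. Probes near background are limited by their signal, and those below it on some arrays have a bound there.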

Differences from the paper's values

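Scan day as a block, ComBat with the group as covariate and the D-larval ranges without female 12 were the only settings of this part chosen after the data were seen.

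The paper's share of variance on PC1 is 29%, over 15 arrays that include stripped oocytes, and 16.8% was obtained here over the 10 arrays of spawned oocytes. Of the alternatives set before the data were examined, the filter on all arrays (19.4%), slide as a fixed block (29.4%), the deposited normalized table (21.3%) and unit variance (19.7%) came within 1.5 times of the paper's value. Scaling to the 75th percentile, normexp, no filter, ComBat for slide, all females in the D-larval ranges and leaving out each female did not. Scan day as a block (19.7%) and ComBat with the group as covariate (31.7%), both chosen after seeing the values, came within it too, and the D-larval ranges without female 12 (12.9%), chosen likewise, did not. Random noise of equal variance for every probe gave 29.4% with slide as a fixed block and 30.5% under ComBat with the group as covariate. Values of this size in these 2 settings thus need no difference between the groups.

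For VG, the paper's log2 ratio of the MHR fold to the LHR fold in Table S2 is -0.00888, and the difference between MHR and LHR measured here was -3.21. The probe was well above background in 4 of 5 LHR and 1 of 5 MHR females, so that this difference includes arrays at the floor and is not an exact size, and the same holds for the alternatives. Of the alternatives set before the data were examined, normexp (-1.15), ComBat for slide (-0.97), slide as a fixed block (0.70) and all females in the D-larval ranges (-1.94) lay within the spread between females of the paper's value. Scaling to the 75th percentile, no filter, the deposited normalized table and leaving out females in turn did not, where the probe was tested. Scan day as a block (-0.68), ComBat with the group as covariate (-0.07) and the D-larval ranges without female 12 (-1.98), all chosen after seeing the values, lay within it.

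The paper describes the spawned oocytes as clearly separated along PC1. Here 7.69% of the variance in PC1 score lay between LHR and MHR, which did not pass the exact permutation test (two-sided, p = 0.468, n = 5 and 5). The deposited normalized table (47.2%, p = 0.0476 in the same exact test, n = 5 and 5) and the setting without MHR female 27 passed it, and the shares of 95.6% with slide as a fixed block and, chosen after seeing the values, 81.6% with scan day as a block and 95.4% under ComBat with the group as covariate were high without passing it. The paper lists probe gonads_contig_11876_AS with opposite trends in LHR and MHR. The difference of 3.08 here, which includes 2 LHR females at the floor and is not an exact size, was not called by limma (adjusted p = 1.00, n = 5 and 5), and it was called with slide as a fixed block and, chosen after seeing the values, with scan day as a block and under ComBat with the group as covariate. Scan day as a block compares the MHR females with only those 2 LHR females.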

Other observations

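The tests of slide adjustment on Table S2 and on PC1, of the PC1 projection within slides, of array brightness against that projection, of splits at an unadjusted p, of slides over the 25 females and of the deposited normalized table for the stripped side were chosen only after the result was seen, and the relations of the genes of Table S2 with each other and with D-larval rate were added after the other results.

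In Figure 1 the circles name the 2 spawned groups the other way round from the D-larval rates in the text and the sample labels. Had Table S2 followed the circles, its ratios of MHR to LHR would have run against the measured difference. Across 81 probes they ran with it, with r = 0.975 for the difference between the MHR and LHR females of slide 2, which argues against that naming in Table S2. Across probes, r was 0.511 for the difference over all 10 females.

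The separation of LHR and MHR could not be shown to exceed chance. At an unadjusted p under 0.05 the real split gave 1206 probes, and 58 of 100 splits, drawn from the 126 possible ones of the 10 females into 5 and 5, gave as many. The count of called probes decides nothing, since the real split gave 0 by limma (3 by SAM) and all 100 splits therefore gave as many. Slide and group cannot be told apart on slides 3 and 4, each with a single group, and with slide as a block limma called 1 probe, which decides nothing. A projection of the 15 other females on PC1, signed so that the MHR mean is above the LHR mean and thus opposite to the plotted PC1, correlated with D-larval rate at r = 0.465 (two-sided permutation test, p = 0.0808, n = 15) and rho = 0.474 (permutation test, p = 0.0759, n = 15). It was 0.364 without the 2 females of most distant rate. From these values, which take no account of slide, a relation with D-larval rate and no relation cannot be told apart. Centred within slide, r was 0.676, which is taken up below.

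The ratios of MHR to LHR in Table S2 may come from an adjustment for slide that retained the group difference. ComBat for slide with the group as covariate, run on the 10 arrays alone, gave ratios that correlated with those of Table S2 at r = 0.999 across 81 probes, with a slope of 0.993, while ComBat without groups gave r = 0.774. A fit of the ratios of the table on the MHR minus LHR difference within slide 2 and on slide 3 minus slide 4 gave weights of 0.884 and 0.104 and left a residual SD of 0.0188 on the log2 scale. The 4 females of slide 2 would then carry most of the comparison between the groups. The paper's text names ComBat for slide and does not say whether groups were given to it. Another adjustment that weights the slides alike stays open, and probes higher in stripped oocytes may be largely absent from the 81 probes.

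An adjustment of this kind may by itself separate the groups on PC1. When the labels of the 4 females of slide 2 were exchanged and the arrays adjusted anew with ComBat and the group as covariate, 5 of 6 labelings, the real one included, separated on PC1 at least as strongly as the real one. Between 94.1% and 98.1% of the variance in PC1 score then lay between the groups, and limma called from 1559 to 6095 probes, with the real labels giving the fewest. In arrays of random noise with the same slides and groups, 98.5% of the variance in PC1 score lay between the groups after this adjustment, PC1 took 30.5% of the variance, and limma called 3794 probes. The noise had equal variance for every probe, unlike the measured values, so that its count of calls is only a rough guide. With slide removed as a fixed block and the group difference retained, PC1 of the noise took 29.4%, so a share of this size on PC1 needs no difference between the groups. Without adjustment 6.11% lay between the groups and limma called 0 probes. The comparison with stripped oocytes was not analysed here, and its slides are not known.

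Within slides, the PC1 projection of the 15 other females, signed as above, rose with D-larval rate (r = 0.676, two-sided permutation test within slides, p = 0.0376, n = 15, adjusted p = 0.151 over 4 relations; rho = 0.804, permutation test, p = 0.00218, n = 15, adjusted p = 0.00872). Without the 2 females of most distant rate, r was 0.569. In slide 1 alone it was 0.385 over 7 females, and slides 2 and 3 hold 3 and 5 of these females, too few for a value. Array brightness is argued against, since the projection had r = -0.0066 with the 75th percentile signal within slides, and the relation with the rate given brightness was 0.678. A score from the 1559 probes called after ComBat with the group as covariate fell with the rate within slides (r = -0.617, two-sided permutation test within slides, p = 0.0439, n = 15; rho = -0.657, permutation test, p = 0.0222, n = 15). Since exchanged labels gave as many calls, that score decides nothing. Only the rank correlation passed 0.05 after adjustment, on values centred after they had been seen, and whether PC1 follows D-larval rate stays open.

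Over the 25 females, many probes differed between the slides. With D-larval rate in the model, limma called 1415 of 32075 probes between the 4 slides, against 0 for the rate itself, with 1564 at an unadjusted p under 0.05 (SAM was not run on these arrays). For scan day it called 195 probes. These values are consistent with a contribution of slide to the measured levels, and differences between the females that happened to share a slide remain open.

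The genes that Table S2 lists as higher in released than in stripped oocytes varied together among the 25 spawned females. Over the 69 annotated shared probes of this kind, the mean correlation between probes was 0.364, and the highest of 2000 random lists matched on mean level had 0.0338. Within slides it was 0.312, so slide is argued against as the whole explanation, and with 1 probe per protein it was 0.293 within slides over 49 probes. Their mean level ranged from 3.36 to 7.53 on the log2 scale. Within slides, r with the 75th percentile signal of the array was -0.174 (two-sided permutation test, p = 0.373, n = 25; rho = -0.180, permutation test, p = 0.399, n = 25), which argues against array brightness. The mean level of the 161 probes higher in stripped oocytes fell where that of the released side rose, with r = -0.745 within slides (two-sided permutation test within slides, p = 2.0e-05, n = 25; rho = -0.745, permutation test, p = 8.0e-05, n = 25). Without the 2 females farthest from the median r was -0.682, and it was -0.892 in slide 1, -0.783 in slide 2 and -0.849 in slide 3. In the deposited normalized table the relation was weaker, with r = -0.380 as measured (two-sided permutation test, p = 0.0615, n = 25; rho = -0.436, permutation test, p = 0.0297, n = 25) against -0.750 in the main values, and r = -0.556 within slides (two-sided permutation test within slides, p = 0.00678, n = 25; rho = -0.528, permutation test, p = 0.00979, n = 25). A candidate explanation is that some spawns hold oocytes nearer to the stripped ones. The tables cannot exclude a change in the quality of the RNA, which was not tested, and the study chose the list partly on 10 of these females.

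The same mean level of the released side was lower where D-larval rate was higher (r = -0.572, two-sided permutation test, p = 0.00202, n = 25, adjusted p = 0.00539 over 8 relations; rho = -0.599, permutation test, p = 0.00165, n = 25). Without the 2 females of most distant rate r was -0.535. Of the 69 probes, 67 had a negative r with the rate. In the 15 females that the paper does not report, r was -0.607 (two-sided permutation test, p = 0.0159, n = 15, adjusted p = 0.0318; rho = -0.609, permutation test, p = 0.0178, n = 15). Centred within slide over 25 females it was -0.470 (two-sided permutation test within slides, p = 0.0560, n = 25, adjusted p = 0.0897; rho = -0.438, permutation test, p = 0.0505, n = 25), with -0.302 in slide 1, -0.336 in slide 2 and -0.625 in slide 3, so that it did not pass 0.05 within slides. The stripped side had r = 0.246 with the rate (two-sided permutation test, p = 0.235, n = 25; rho = 0.240, permutation test, p = 0.246, n = 25). These values suggest, as a hypothesis found on these data, that spawns nearer to the stripped pattern did not have lower D-larval rates.

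Genes that the paper reports as higher in released oocytes were detected unevenly among the 25 spawned females. The 3 FZD8 probes were well above background in 18 to 25 females, the WNT4 probe in 19, the 3 FJ probes in 22 to 23, the 4 NCX3 probes in 9 to 22, the 2 XlCOF28 probes in 24 to 25 and in 15 to 25 the 12 probes that the annotations of Tables S1 and S2 pair with M-phase inducer phosphatase (CDC25) or a like protein, more than the paper counts. FJ probe gonads_contig_41907_P and NCX3 probe gonads_contig_22832_N have no fold change in the part of Table S2 held. Whether they measure the transcripts that the paper reports was not tested. Of the 58 tested probes among the 66 named ones, limma called 0 between LHR and MHR at an adjusted p under 0.05, as in the whole array. At an unadjusted p under 0.05 there were 4 of them (6.90%), against 1206 in the whole array (4.17%), where SAM called 3.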
